A study of Danio rerio with 16 samples.

How the data were processed

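Single-cell RNA sequencing was done on dissected tails of zebrafish embryos at the 10 to 12 somite stage. There were 4 groups of 4 libraries. The groups were untreated wild type (WT), embryos with BMP signalling inhibited by DMH1, embryos with FGF signalling inhibited by SU5402, and embryos with Wnt signalling inhibited through notum-1. BMP, FGF and Wnt are secreted signals that pattern the tailbud. DMH1 and SU5402 are small molecules that block the kinase activity of BMP and FGF receptors, and Notum is a secreted enzyme that inactivates Wnt proteins. Per the labels, each library came from a pool of 10 tails, or of 12 tails for notum-1, dissociated with papain and run through the 10x Genomics droplet protocol for transcript 3′ ends, in which a molecular identifier (UMI) marks each captured transcript. How notum-1 was delivered, and the times and doses of the inhibitors, are not given in the sources used here.

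The authors deposited raw UMI counts as a single matrix of 21301 genes by 130661 cells. The aligner, the counting program, the genome build and the annotation are not given in the sources used here, so genes are named by the symbols in the files and no coordinates are given. Of the 21301 genes, 13 had no UMI in any cell. The mitochondrial percent of each cell was deposited with the cell table, and it was recomputed from the 13 mitochondrial genes with 0 cells differing by over 0.01. The other deposited columns used here were the library name, the treatment and the authors' cluster name of each cell, which gave 25 cell classes. These names were used as given. PZ, NMP and EVL are abbreviations that the sources used here do not spell out, and PSM is taken as presomitic mesoderm. The authors had already filtered the cells, with limits that differed between libraries, as the values show. The highest mitochondrial percent in a library was 4.53 to 5.00 in WT, 6.96 to 7.00 in DMH1, 6.99 to 9.99 in SU5402 and 2.98 to 3.00 in notum-1, and the lowest number of genes per cell ranged from 501 in a notum-1 library to 1501 in a SU5402 library. No further cell was removed in the main analysis.

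Of the 16 library names, 4 matched a labelled sample by name and 12 matched a group only. The group named WNT in the cell table was taken as notum-1 because it was the remaining group of each source. The 4 WT and the 4 notum-1 library names share the endings MG1, MG2, DJ1 and DJ2, whose meaning the labels do not give. The labels give no sequencing batch or date. No library was left out. No pair of libraries agreed within sampling noise (the chi-square per degree of freedom over genes was at least 18.1 for every pair within a group). Libraries of different cells from 1 pool of tails could also differ by more than sampling noise. This value thus cannot show that the libraries are independent. Each was counted as 1 replicate because the labels name them as replicates.

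UMI counts were summed over all cells of a library and, separately, over its cells of each of the 5 classes with the most cells among those with at least 30 cells in every library. Sums were tested with edgeR 4.0.16 (quasi-likelihood F test, robust, TMM factors, filterByExpr, R 4.3.3). All 16 libraries were in 1 fit with 4 groups and 12 residual degrees of freedom, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. Log2 CPM used a prior count of 2. The mean log2 CPM over the genes of a list is called its score. The 5 lists (FGF, BMP and Wnt response, segmentation clock, adhesion and motility) hold 17, 22, 21, 20 and 36 genes. Of these, rnf43 and lgr6 of the Wnt list are not among the gene names of the matrix. Scores and shares of cells were compared by two-sided exact permutation tests. With 4 libraries against 4 there are 70 assignments and the smallest p is 0.0286, which is reached only when the groups do not overlap. With 3 against 4 there are 35 assignments and the smallest p is also 0.0286. Groups that do not overlap can then still give a larger p, because another assignment can give as large a difference. Benjamini-Hochberg adjustment ran over 15 list comparisons, 75 share comparisons and 3 comparisons by class. List tests on the edgeR fit used camera with a preset correlation of 0.01, camera with an estimated correlation, and fry (limma 3.58.1). The correlation of log2 fold changes between treatments was set beside 100 simulated draws of unchanged groups against the same 4 WT libraries. Other steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9.

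The groups, the tests, the 5 lists, the rule for naming genes and most alternatives were fixed before the data were examined. The rule names the genes of the lists past the adjusted threshold, at most 6 per list and comparison with the smallest adjusted p. In all cells it names, per treatment, the 4 higher and the 4 lower genes with the largest absolute log2 fold change among those past the threshold with a mean of at least 10 CPM and all treated libraries on 1 side of all WT libraries. Per treatment and class it names 1 higher and 1 lower gene in the same way, and it names notum1a. The alternatives were RLE factors, no low count filter, DESeq2 1.42.0, libraries thinned to the smallest total, equal class composition, doublets left out, only the 8 libraries compared, another prior count (0.5), the median in place of the mean of a list, only list genes with at least 10 CPM, a centred log ratio of shares (0.5 added), edgeR on cells per class, all mesodermal and all neuronal classes summed, different WT libraries for each treatment, and each library left out in turn. A replicate block on the replicate numbers was also planned and not run, since the library names do not give these numbers for all groups. Added after the data were seen were no scaling beyond the library total as an alternative for the gene counts, leaving out mitochondrial and ribosomal protein genes, leaving out cells with a Scrublet score over 0.25, the name prefix as a term, PZ 1 in place of PSM, the FGF list without its immediate early genes, a replicate block by the library names that WT and notum-1 share, and the direct comparison of DMH1 with SU5402. The exact tests with a library left out and the comparisons by name prefix were also added then.

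The adjusted threshold was planned for lists and shares. In the main setting no list and no class passed it, so the closing section follows the exact unadjusted p at or under 0.05 across the alternatives for these results, a choice made after the data were seen. For the same reason the number of classes from edgeR is compared at its unadjusted p (5 in DMH1, 9 in SU5402 and 10 in notum-1), and at the adjusted p it was 3, 3 and 7.

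Scrublet, as implemented in scanpy, called 2901 cells (2.22%) doublets. It marked 0.022% of the cells of SU5402 library SU1, 0.041% of notum-1 library WNT_MG2 and 0.038% of notum-1 library WNT_DJ2, and is taken not to have worked in these 3. The fixed score of 0.25 marked 2961 cells (2.27%). Doublets stayed in the main analysis. Free RNA was not removed. Its extent was gauged after the data were seen, from epidermis 1 genes (mean of at least 100 CPM there and at least 10 times the means in PSM and posterior neuronal cells) summed in PSM and in posterior neuronal cells as a percent of their CPM in all cells, a value that doublets and low expression in these classes also raise.

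The tests were tried on simulated data. For DMH1 against WT in all cells, with 200 of 15409 genes changed by 1 on the log2 scale, edgeR recovered 88% of the changed genes, and 6.9% of its calls were unchanged genes. In PSM it recovered 85.5% of 200 changed genes among 8966. In both cases the changed genes were drawn from those with a mean of at least 10 CPM, so recovery of genes with fewer counts was not tried. For a permutation test of 4 against 4, p was at or under 0.05 in 2.95% of unchanged draws and in 96.2% of draws shifted by 4 SD.

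Libraries held 12398958 to 76488460 UMIs, and depth differed between groups and within them. Deeper libraries give counts with less error, and the shallowest, SU5402 library SU1, limits what thinning to a common depth can show. The inhibitor libraries share no name with the WT libraries, and the cell limits differ between groups, so the treatment cannot be separated from when and how a library was made.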

Results

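Transcripts were counted in 130661 cells from zebrafish tails at the 10 to 12 somite stage, in 16 libraries. The 4 groups were WT, DMH1 (BMP inhibition), SU5402 (FGF inhibition) and notum-1 (Wnt inhibition), with 4 libraries each. WT held 34632 cells, DMH1 31485, SU5402 33722 and notum-1 30822, beside the 30000 to 35000 profiles per treatment that the study states. Each library held 26415698 to 50512590 UMIs in WT, 46922073 to 76488460 in DMH1, 12398958 to 70365340 in SU5402 and 33086139 to 62492196 in notum-1. The median number of UMIs per cell ranged from 3381 to 5637 in WT libraries, from 6870 to 8139 in DMH1, from 2424 to 8820 in SU5402 and from 4152 to 9972 in notum-1. The Spearman correlation of log2 CPM between libraries of a group was taken across the 6229 genes with a mean of at least 10 CPM. It was 0.971 to 0.991 in WT, 0.985 to 0.990 in DMH1, 0.853 to 0.977 in SU5402 and 0.906 to 0.981 in notum-1. Genes are not independent replicates, and these values describe the spread between libraries only.

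The study asked how inhibiting each signal, by treatments that alter cell movement in the tailbud, changes gene expression. The transcript of notum1a was read first in every library, as a check of the notum-1 label. It was at 376, 693, 251 and 997 CPM in the notum-1 libraries and at 3.13, 3.87, 2.78 and 2.88 CPM in the WT libraries. In the DMH1 libraries notum1a was at 9.30, 8.86, 9.87 and 9.74 CPM, and in the SU5402 libraries at 0.763, 1.54, 7.49 and 16.1 CPM. Its log2 fold change in notum-1 was 7.52 (SE 0.81, edgeR adjusted p = 2.42e-05), with the 4 notum-1 libraries above every WT library. Of all alternatives for this value, leaving out a library moved it most, to between 7.13 and 7.77. In DMH1 the log2 fold change of notum1a was 1.58 (edgeR adjusted p = 0.0641). This did not pass the threshold although all 4 libraries lay above WT, and 3 of the other settings called it. The main fit shares 1 estimate of the spread over all 4 groups. The SD of notum1a was 0.455 CPM in DMH1 and 0.49 in WT, against 7.07 in SU5402 and 334.8 in notum-1. With only the 8 libraries compared the edgeR adjusted p in DMH1 was 1.73e-07. In SU5402 it was 1.11 (edgeR adjusted p = 0.187), within the spread of the SU5402 libraries.

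With all cells of a library summed, 16399 genes were tested. DMH1 differed from WT in 6953 genes (3626 higher and 3327 lower), SU5402 in 6987 (3773 higher and 3214 lower) and notum-1 in 6239 (3430 higher and 2809 lower). Of these, 2760 genes in DMH1, 2584 in SU5402 and 2441 in notum-1 had a log2 fold change beyond 1 in either direction. The split into higher and lower depended on scaling. Without scaling beyond the library total, DMH1 had 4655 higher and 2323 lower genes, SU5402 5269 higher and 2006 lower, and notum-1 1418 higher and 6113 lower. That setting moved the median log2 fold change of all genes from 0.06 to 0.20 in DMH1, from 0.11 to 0.34 in SU5402 and from 0.03 to -0.36 in notum-1. The alternative that moved the total for DMH1 most was fitting only the 8 libraries compared, with 9912 genes. That fit takes the spread from DMH1 and WT alone, without the more widely spread SU5402 and notum-1 libraries. Thinning every library to the smallest total moved the others most, to 5957 genes in SU5402 and 4661 in notum-1.

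**Figure D1:**
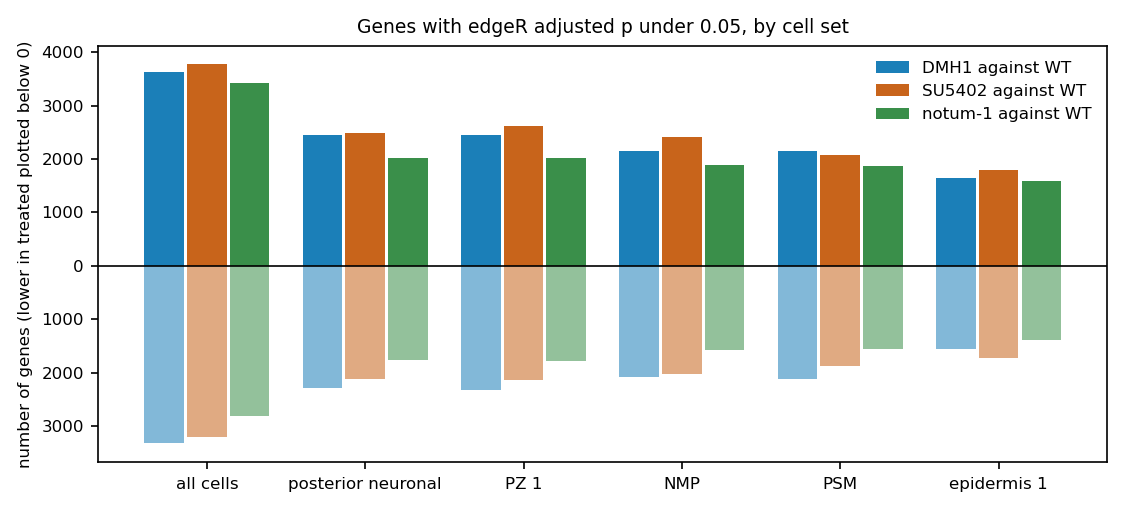
Number of genes with an edgeR adjusted p under 0.05 (vertical axis, genes higher in the treated libraries above 0 and lower ones below 0) in all cells and in each of the 5 classes (horizontal axis), for DMH1, SU5402 and notum-1 against WT. Totals run from 2982 genes for notum-1 in epidermis 1 to 6987 genes for SU5402 in all cells.

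The genes with the largest changes in DMH1 and in SU5402 were the same 8. The higher ones were si:dkey-85k7.7, eno1a, egln3 and pfkfb3. In WT, eno1a was at 1.35 ± 0.233 CPM (SD, n = 4), against 31.1 ± 11.9 CPM in DMH1 and 38.6 ± 6.69 CPM in SU5402. Its log2 fold change was 4.52 (SE 0.29, edgeR adjusted p = 1.73e-07) in DMH1 and 4.83 (SE 0.30, edgeR adjusted p = 4.86e-08) in SU5402. The other 3 rose by 3.98 to 5.15 on the log2 scale over both treatments. The lower ones were hsp70.1, hsp70.2, hsp70.3 and hsp70l, which are near-identical copies, so how reads were split among them is uncertain. The sum of these 4 was 1484 ± 378 CPM (SD, n = 4) in WT, 22.8 ± 11.2 CPM in DMH1, 22.0 ± 7.11 CPM in SU5402 and 1151 ± 598 CPM in notum-1. By exact permutation tests against WT the sum differed in DMH1 and in SU5402 (p = 0.0286 each, the smallest possible) and not in notum-1 (p = 0.371). Each of these 8 genes kept its call under every alternative run, with adjusted p of at most 0.00133.

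**Figure D2:**
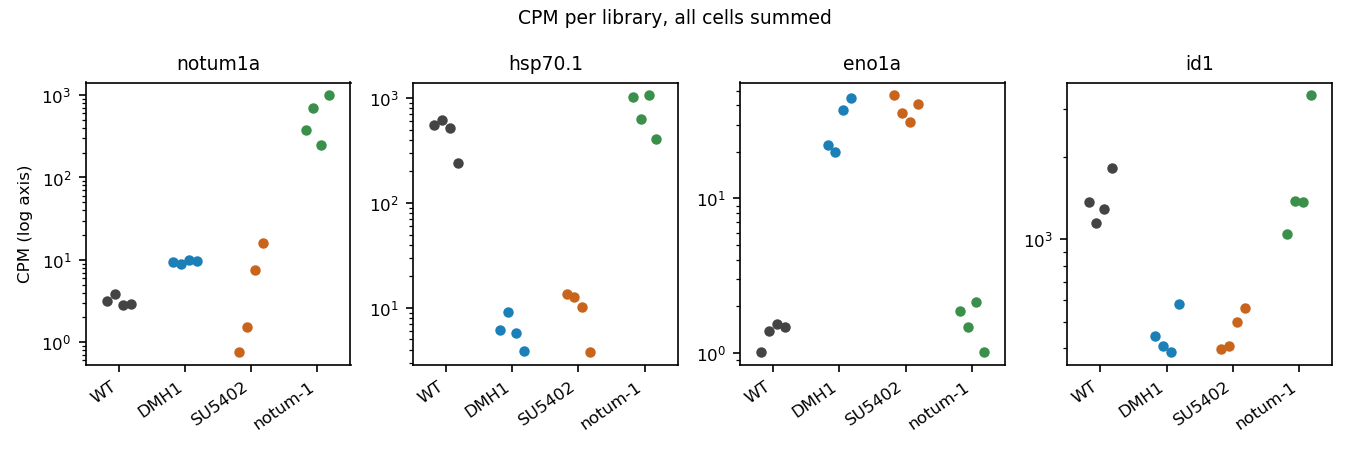
CPM of notum1a, hsp70.1, eno1a and id1 (vertical axis, log scale) in each of the 16 libraries by group (horizontal axis), with all cells of a library summed; points are libraries. The notum-1 libraries lie at 251 to 997 CPM for notum1a and the others at 16.1 CPM or less, and DMH1 and SU5402 libraries lie together below WT for hsp70.1 and above it for eno1a.

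In notum-1 the 4 highest genes were notum1a, zgc:165555.17, zgc:165555.7 and si:ch211-113a14.24. The zgc:165555 names belong to a family of near-identical copies and their values are uncertain for that reason: zgc:165555.7 was at 682 ± 88.1 CPM (SD, n = 4) against 44.7 ± 10.9 CPM in WT. The 4 lowest were rrm2.1, fthl29, si:ch211-213c4.5 and ccl39.3. The transcript of ccl39.3 was at 4.47 ± 1.56 CPM against 22.5 ± 3.67 CPM in WT, a log2 fold change of -2.34 (SE 0.21, edgeR adjusted p = 3.26e-06). The log2 fold change of rrm2.1 was -5.36 (SE 0.98, edgeR adjusted p = 0.00112), but its copy rrm2 was at 484 ± 99.3 CPM against 493 ± 30.5 CPM, and the sum of both did not differ by an exact permutation test (p = 0.143). The gene fthl29 also has near-identical copies. All 8 kept their calls under every alternative run, with adjusted p of at most 0.00793.

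Counts were also summed within each class, without correction for free RNA. Transcripts of other classes were found in a class. The 83 genes with a mean of at least 100 CPM in epidermis 1 and at least 10 times their means in PSM and posterior neuronal cells, a measure added after the data were seen, reached in PSM 20.3% ± 4.32 (SD, n = 4) of their CPM in all cells in WT. The value was 10.1% ± 1.63 in DMH1 (exact permutation p = 0.0286), 17.2% ± 5.88 in SU5402 (exact permutation p = 0.4) and 14.6% ± 7.31 in notum-1 (exact permutation p = 0.257). In posterior neuronal cells it was 21.9% in WT, 11.8% in DMH1, 19.4% in SU5402 and 15.6% in notum-1. A gene called within a class is thus not shown to have changed in the cells of that class, in DMH1 above all, where this background differed from WT. In posterior neuronal cells 4733 genes differed from WT in DMH1, 4611 in SU5402 and 3790 in notum-1. In PZ 1 the numbers were 4771, 4755 and 3811, in NMP 4232, 4434 and 3478, in PSM 4275, 3946 and 3436, and in epidermis 1 3196, 3519 and 2982. Fewer genes were tested in a class than in all cells (for example 10861 in posterior neuronal and 9647 in PSM), so these numbers do not show where the response was broader. Thinning moved most of them by over 1.5 times, the most in PSM, to 1932, 2166 and 1387. The higher gene with the largest change was eno1a in posterior neuronal cells and epidermis 1, si:dkey-85k7.7 in PZ 1 and PSM, and sncga in NMP, in DMH1 and in SU5402 alike. The lower one was an hsp70 copy in all 5 classes for both treatments. In notum-1, notum1a was the highest in all 5 classes, at 404 ± 185 CPM (SD, n = 4) in PSM to 877 ± 489 CPM in epidermis 1 against 0.386 and 0.580 CPM in WT, and rrm2.1 was the lowest in 4 classes. In epidermis 1 the lowest was egln3, at 0.0746 ± 0.149 CPM against 6.40 ± 4.12 CPM in WT.

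The BMP response list asked whether DMH1 lowers genes that answer to BMP. Its score fell by 0.99 in DMH1, from 5.25 ± 0.21 (SD, n = 4) in WT to 4.26 ± 0.12, with all 4 libraries below WT (exact permutation p = 0.0286, adjusted over 15 comparisons p = 0.0536). Of its 22 genes, 18 were called over all genes tested (17 lower) and 18 when adjusted over the list alone. The gene id1 was at 455 ± 87.0 CPM in DMH1 and 466 ± 76.7 CPM in SU5402 against 1410 ± 291.5 CPM in WT (SD, n = 4). Its log2 fold changes were -1.63 (SE 0.29, edgeR adjusted p = 0.000388) and -1.60 (SE 0.29, edgeR adjusted p = 0.000382). The other 5 named genes of DMH1, id2a, msx2b, vent, msx3 and id2b, fell by 1.21 to 2.69 on the log2 scale. In SU5402 the score did not differ (-0.03, exact permutation p = 0.943), with 5 genes higher and 7 lower. The median of its log2 fold changes was 0.03 and the mean -0.01. There szl rose from 20.8 ± 8.62 to 286 ± 72.7 CPM. In notum-1 the score was higher by 0.55 in 4 of 4 libraries (exact permutation p = 0.0286, adjusted p = 0.0536), with 11 genes called higher and 1 lower, and 12 when adjusted over the list alone. It rested in part on library WNT_DJ2, without which the difference was 0.32 (exact permutation p = 0.0571). Without scaling the difference was 0.15 (exact permutation p = 0.714). That setting also moved the median log2 fold change of all genes in notum-1 from 0.034 to -0.365, so this drop is not particular to the list. Of the list genes named for notum-1 (tbx2b, smad6b, smad6a, bmp2b, bambia and smad7), smad6a and smad7 lost their calls without scaling.

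The FGF response list asked the same of SU5402. Its score was 4.51 ± 0.07 (SD, n = 4) in WT and 3.98 ± 0.46 in SU5402. The difference of -0.53 did not pass the test (exact permutation p = 0.0857, adjusted p = 0.129), and 3 of the 4 SU5402 libraries were below every WT library. The scores of SU1, SU2, SU3 and SU4 were 3.502, 3.74, 4.53 and 4.16. Among the 12 genes with at least 10 CPM it was -0.57 (exact permutation p = 0.0286). The median level over the genes of a library, which is that of its middle gene, differed by -0.89 (exact permutation p = 0.0286), while the median of the log2 fold changes was -0.41 and their mean -0.31. Without the 4 immediate early genes of the list (egr1, fosab, fosl1a and ier2a), a setting added after the data were seen, the score differed by -0.40 (exact permutation p = 0.0286). Of 17 genes, 7 were called (1 higher and 6 lower), and 7 when adjusted over the list alone. The gene ier2a fell from 75.1 ± 4.15 to 22.3 ± 4.59 CPM (log2 fold change -1.75, SE 0.16, edgeR adjusted p = 1.02e-06) and dusp6 from 106 ± 8.06 to 50.3 ± 16.2 CPM (-1.08, SE 0.21, edgeR adjusted p = 0.000717). Both spry2 and etv5b were also lower, as was spry4, whose call was lost without scaling, and etv5a was higher. In DMH1 the FGF score was higher by 0.30 in 4 of 4 libraries (exact permutation p = 0.0286, adjusted p = 0.0536). The sign was not stable, since among the 12 list genes with at least 10 CPM it was -0.02 (exact permutation p = 0.543). There, 5 genes were higher and 4 lower over all genes tested, and 10 were called when adjusted over the list alone. The gene spry4 was higher at 224 ± 22.4 against 144 ± 6.88 CPM, and spry2 was lower at 84.1 ± 4.98 against 146.5 ± 13.9 CPM. In notum-1 the score fell by 0.32, in 4 of 4 libraries (exact permutation p = 0.0286, adjusted p = 0.0536), and 7 genes were called (1 higher and 6 lower), and 7 when adjusted over the list alone. Without any 1 of the 4 WT libraries the exact permutation p of this difference was 0.0571, although the groups still did not overlap. Without the immediate early genes the difference was -0.16 (exact permutation p = 0.143). There spry4, etv5b, spry2 and il17rd were lower, with log2 fold changes of -0.63, -0.58, -0.60 and -0.44, and kept their calls under every alternative run (adjusted p of at most 0.0344), while those of dusp4 (higher) and ier2a (lower) were lost under several alternatives.

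The Wnt response list asked whether notum-1 lowers genes that answer to Wnt. Its score did not differ by the mean over its 19 genes in notum-1 (-0.11, exact permutation p = 0.257), DMH1 (-0.09, exact permutation p = 0.429) or SU5402 (-0.12, exact permutation p = 0.514). The results for notum-1 and DMH1 depended on how genes were weighted. Among the 14 genes with at least 10 CPM the differences were -0.55 and -0.29, and the median level over the genes of a library differed by -0.94 and -0.68, with exact permutation p = 0.0286 for each of these. The medians of the log2 fold changes were nearer to 0, at -0.27 in notum-1 and -0.07 in DMH1. In notum-1 10 genes were called (3 higher and 7 lower), and 11 when adjusted over the list alone. Among them msgn1 fell from 1738 ± 149 to 784 ± 160 CPM (log2 fold change -1.15, SE 0.18, edgeR adjusted p = 0.000212) and axin2 from 41.9 ± 2.36 to 26.2 ± 5.63 CPM (-0.68, SE 0.16, edgeR adjusted p = 0.00415). Both dkk1b and nkd1 were lower, while dkk1a and znrf3 were higher at low counts, 2.65 ± 1.21 against 0.406 ± 0.291 CPM for dkk1a and 1.27 ± 0.339 against 0.589 ± 0.0822 CPM for znrf3, which lost its call without scaling. In DMH1 10 genes were called (4 higher and 6 lower; 10 when adjusted over the list alone), and in SU5402 12 (8 higher and 4 lower; 14 when adjusted over the list alone). For SU5402 the median of the log2 fold changes was 0.12 and the mean -0.04. The gene dkk1b was lower in all 3 treatments, with log2 fold changes of -2.63, -1.89 and -1.70, and cdx4 in both inhibitors, at 1214 ± 33.2 CPM in DMH1 and 736 ± 86.4 CPM in SU5402 against 1996 ± 116.5 CPM in WT.

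**Figure D3:**
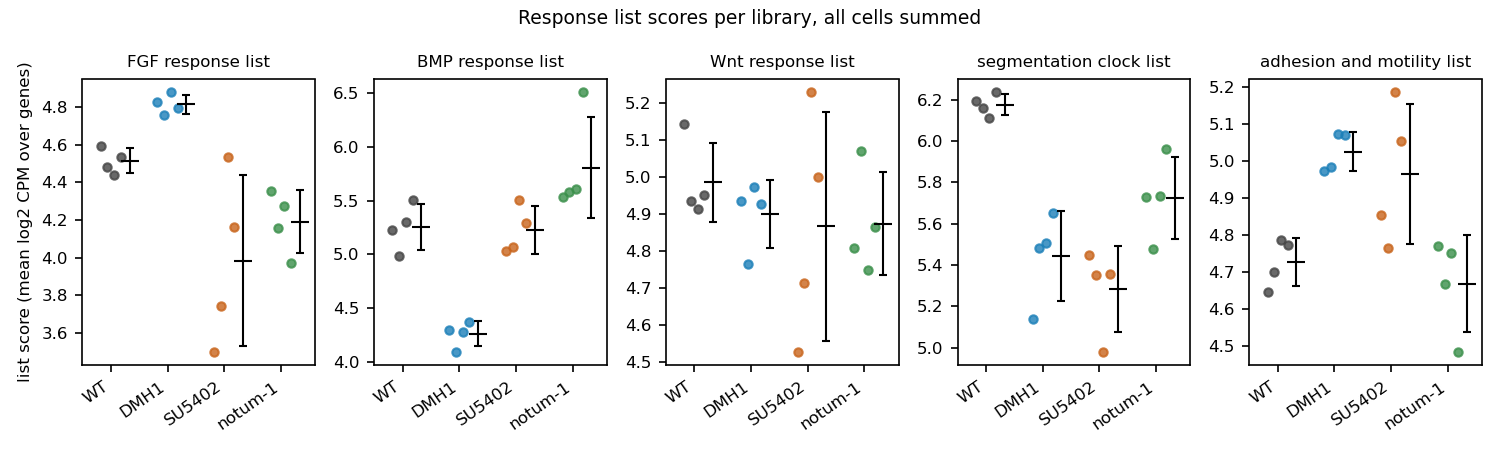
Score of each of the 5 lists (vertical axis, mean log2 CPM over the list's genes) in each of the 16 libraries by group (horizontal axis), with all cells of a library summed; points are libraries, and the bars beside them show the mean and SD of each group's 4 libraries. The 4 DMH1 libraries lie below all others for the BMP response list, from 4.097 to 4.37, and the segmentation clock scores of the treated libraries all lie below WT.

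The segmentation clock list was lower in every treated library than in any WT library. Its score was 6.18 ± 0.05 (SD, n = 4) in WT and fell by 0.73 in DMH1, fell by 0.89 in SU5402 and fell by 0.45 in notum-1 (exact permutation p = 0.0286 and adjusted p = 0.0536 for each). In notum-1 the exact permutation p was 0.0571 without any 1 of the 4 WT libraries, although all notum-1 libraries stayed below the remaining WT libraries. Of its 20 genes 19 were tested, and 14, 13 and 9 were called over all genes (14, 15 and 9 when adjusted over the list alone), of which 12, 11 and 8 were lower. The gene her12 fell from 414 ± 38.9 CPM in WT to 131 ± 25.4 CPM in DMH1 and 93.1 ± 39.2 CPM in SU5402, and her1 from 54.2 ± 2.30 CPM to 28.1 ± 3.06 CPM in DMH1 and 25.1 ± 8.35 CPM in notum-1. The adhesion and motility list was higher in DMH1 by 0.30 in 4 of 4 libraries (exact permutation p = 0.0286, adjusted p = 0.0536), and not past the threshold in SU5402 (0.24, exact permutation p = 0.0857) or notum-1 (-0.06, exact permutation p = 0.486). Over all genes 17, 16 and 14 of its 36 genes were called, and 19, 16 and 14 when adjusted over the list alone. Its genes went both ways: cdh11 was higher in all 3 treatments, at 75.6 ± 8.61, 73.0 ± 15.08 and 83.8 ± 15.2 CPM against 38.4 ± 4.18 CPM in WT. So was cdh6, whose call in notum-1 was lost without scaling, and rnd1b was lower in both inhibitors. No list passed an adjusted p of 0.05 in the exact tests in the main setting. With 8 of the 15 at the smallest p the adjusted p was 0.0536, and it was 0.0429 with 10 there, among genes with at least 10 CPM or without scaling, and 0.039 with 11 there, with the median over genes.

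Camera with its preset correlation called the BMP list in DMH1 (adjusted p = 2.61e-06) and in notum-1 (adjusted p = 0.00963), the clock list in all 3 treatments (adjusted p = 0.00186, 0.00107 and 0.00963), the FGF list in SU5402 and the Wnt list in notum-1 (adjusted p = 0.0433 each). Under fry all 7 calls held, and fry also called the adhesion list in DMH1 and SU5402 and the FGF list in notum-1. With the correlation between genes estimated, none of the 15 was called, and the lowest adjusted p was 0.265.

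DMH1 and SU5402 were also compared directly, a comparison added after the data were seen. The difference DMH1 minus SU5402 was -0.96 for the BMP score and 0.83 for the FGF score, with all 4 libraries of DMH1 on 1 side of all 4 of SU5402 in each case (exact permutation p = 0.0286). The Wnt (0.03), clock (0.16) and adhesion (0.06) scores did not differ (exact permutation p = 0.943, 0.371 and 0.457).

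Whether the response differed between mesodermal and neural cells was tested on the score in PSM minus the score in posterior neuronal cells. For the FGF list in SU5402 this difference rose by 0.44, from -0.62 ± 0.08 (SD, n = 4) in WT to -0.19 ± 0.07 (exact permutation p = 0.0286, adjusted over 3 p = 0.0857). The score fell by 0.67 in posterior neuronal cells (exact permutation p = 0.0286) and fell by 0.24 in PSM (exact permutation p = 0.143). With all mesodermal against all neuronal classes the value was 0.16 (exact permutation p = 0.286). For the BMP list in DMH1 the value was -0.15 (exact permutation p = 0.0857), and the list was lower in both classes, with differences of -1.27 in PSM and -1.12 in posterior neuronal cells. For the Wnt list in notum-1 it was -0.18 (exact permutation p = 0.143). Neither passed the test, except without WT library DJ1, where the values were -0.21 and -0.27 (exact permutation p = 0.0286 each), and neither sign was stable. The BMP value was 0.07 with all mesodermal against all neuronal classes and the Wnt value 0.09 with PZ 1 in place of PSM (exact permutation p = 0.457 each).

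Shares of the 25 classes were compared in 75 tests, none of which passed adjustment (the lowest adjusted p was 0.113). With a smallest possible p of 0.0286, adjustment over 75 tests could be passed only if most of them reached that p. The failure to pass thus does not show that shares were unchanged. Unadjusted, the smallest possible exact p of 0.0286 was reached by 4 classes in DMH1, 6 in SU5402 and 9 in notum-1. In DMH1 all 4 were higher, among them lateral plate mesoderm (hand2) at 4.24% ± 0.455 (SD, n = 4) against 2.46% ± 0.757 in WT and lateral plate mesoderm (pax2) at 1.83% ± 0.227 against 0.766% ± 0.197. Lateral plate mesoderm (lmo2) and EVL were the others. In SU5402 these hand2 and pax2 classes and posterior notochord were higher, at 4.19%, 1.54% and 3.65%. PSM was lower at 6.40% ± 1.43 against 9.77% ± 1.28, as were epidermis 4 and dorsal neuronal cells. In notum-1 posterior neuronal cells made up 14.2% ± 1.65 against 10.1% ± 1.17 in WT, and anterior neuronal cells, posterior notochord and anterior adaxial cells were also higher. Intermediate mesoderm was lower at 1.97% ± 0.086 against 4.21% ± 0.580, and so were PZ 1, PZ 2, epidermis 3 and dorsal neuronal cells. On a centred log ratio, which allows for shares summing to a whole, the numbers were 4, 3 and 6 classes. EdgeR on the cells per class, which has no such floor, called 3, 3 and 7 classes at an adjusted p under 0.05. Its lowest adjusted p was 2.16e-05, for intermediate mesoderm in notum-1. Of 16 shares followed across the alternatives, those with the largest log ratios, 11 lost the smallest p with some library left out. Among these were PSM in SU5402, without any 1 WT library, and posterior neuronal cells in notum-1, without WT library DJ1. In all of them the remaining treated and WT libraries still did not overlap.

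Fold changes against WT were correlated across genes between treatments, with Pearson's r of 0.762 for DMH1 with SU5402 (Spearman 0.791), 0.397 for DMH1 with notum-1 (Spearman 0.365) and 0.280 for SU5402 with notum-1 (Spearman 0.162). Because the WT libraries are shared, unchanged groups simulated against them gave a mean Pearson's r of 0.526, 0.519 and 0.501, and at most 0.564, 0.570 and 0.536. Only DMH1 with SU5402 lay above the simulated values, and the other 2 lay below them. The simulated groups carry no treatment effect, so noise of the shared WT libraries makes up more of their fold changes. A value below the simulated ones thus does not show responses less alike than chance. With different WT libraries for each treatment the values were 0.620, 0.300 and 0.212. Genes called in both DMH1 and SU5402 numbered 4857, of which 4845 (99.8%) changed in the same direction, against 79.6% of 3073 genes for DMH1 with notum-1 and 62% of 2893 for SU5402 with notum-1. Over all 16399 genes tested, called or not, 81.6%, 61.5% and 53.7% had the same sign in these pairs, against means of 67.2%, 67% and 66.5% for the simulated unchanged groups. The limit on values below the simulated ones holds here too. When DMH1 was compared with SU5402 directly, 195 genes differed (88 higher and 107 lower in DMH1). DMH1 differed from notum-1 in 7598 genes and SU5402 from notum-1 in 8873.

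The labels give no batch, but the WT and notum-1 library names carry the prefixes MG and DJ. Among WT libraries, over genes with a mean of at least 10 CPM, the Spearman correlation was 0.990 and 0.991 within a prefix and 0.971 to 0.978 between prefixes. The SD of the log2 ratio over these genes was 0.206 and 0.187 within against 0.444 to 0.472 between. WT libraries of 1 prefix may thus not be fully independent, while the tests count all 4 as independent. With 2 libraries against 2, edgeR called 0 genes between the prefixes in WT and 0 in notum-1, of 17094 tested, with 682 and 1517 genes at an unadjusted p under 0.05. Comparing notum-1 with WT within a prefix gave 1646 genes in MG and 3984 in DJ, with 1216 genes in both and all 1216 in the same direction. DMH1 differed from the MG libraries of WT in 5090 genes and from the DJ libraries in 4982, and SU5402 in 5671 and 5166. These comparisons of an inhibitor share its 4 libraries. Within the prefixes the notum-1 scores of the BMP list were higher by 0.45 and 0.66, and the clock list scores differed by -0.57 and -0.33 (MG and DJ, 2 libraries against 2, without a test). The FGF list differed by -0.28 and -0.36 and the Wnt list by -0.10 and -0.13, while the adhesion list went in opposite directions, 0.04 and -0.16. DMH1 and SU5402 libraries carry neither prefix, so for them a batch and the treatment cannot be told apart.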

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

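The value with all mesodermal against all neuronal classes was planned beforehand, but its use as a test of the choice of classes was set only after it was seen, and the test of free RNA and the limit on p in the counting tests of class shares were also set then. The tests that leave out cells of high Scrublet score or the immediate early genes were added after the data were seen, though before their own results were. The other tests of this part were likewise chosen before their own results were seen.

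In 140 groups of 4 libraries (list scores, class shares, notum1a, and measures of depth and content) a library was looked for whose gap to its nearest neighbour takes up more of the group's range than Dixon's 95% critical value for 4 samples. There were 5 such libraries, and chance alone gives about 7, so any of them can be a chance value. No biological explanation was tested for a single library, since the design gives none.

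Notum-1 library WNT_DJ2 stood apart in the BMP list, with a score of 6.51 against 5.53 to 5.61 in the other 3. Thinning all libraries to the same total left it apart, with a gap of 0.921 of the range, which argues against depth. With the same class composition in every library the gap was 0.71 of the range, under the critical value, so composition may contribute. It cannot be most of the pattern, as the score of this library was still 6.49 and the gap shrank because the nearest library rose. What else set this library apart stays open, and it carries part of the difference between notum-1 and WT in this list.

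WT library MG1 stood apart in the Wnt list, with a score of 5.14 against 4.91 to 4.95. The gap was 0.716 of the range after thinning and 0.523 with equal class composition, both under the critical value, so depth and composition each may account for it, as may chance. The 2 were not separated.

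DMH1 library DMH0 had an NMP share of 8.53% against 7.88% to 7.98% in the other 3. Fisher's exact test of its cells against theirs gave p = 0.0931 (662 of 7762 cells against 1881 of 23723), so counting error is a candidate explanation. Without the cells of high Scrublet score the gap was 0.7 of the range, under the critical value, and doublets may contribute.

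WT library MG2 had 2.51% anterior notochord cells against 1.99% to 2.06%. Fisher's exact test gave p = 0.014 (184 of 7328 cells against 556 of 27304). This share was picked for being extreme among 100 groups of class shares. Against a limit of 0.05 the p would exclude counting error, and against 0.05 divided by 100 it does not, so whether counting error is the cause cannot be told apart from a true difference. The stricter limit was set after these p-values were known. Without the cells of high Scrublet score the gap was still 0.875 of the range, which argues against doublets.

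Notum-1 library WNT_MG2 had 0.203% Kupffer's vesicle cells against 0.043% to 0.057%. Fisher's exact test gave p = 0.00041 (15 of 7383 cells against 12 of 23439), which passes either limit, the stricter one only narrowly, and argues against counting error. Without the cells of high Scrublet score the gap was 0.913 of the range, which argues against doublets, although the caller had not worked in this library with its own threshold. The cells number only 15. How much of this small structure was dissected with the tails was not recorded in the sources used here, and remains open.

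The response of the FGF list to SU5402 differed between classes, by 0.44 between PSM and posterior neuronal cells (exact permutation p = 0.0286, adjusted over 3 p = 0.0857), the list falling more in posterior neuronal cells. Without the immediate early genes, which cells can induce during dissociation, the value was 0.389 (exact permutation p = 0.0286), which argues against these genes as the cause. With all mesodermal against all neuronal classes it was 0.158 and no longer past 0.05, so the result may belong to these 2 classes and not to mesoderm and neural tissue in general. More free RNA in SU5402 libraries would bring the scores of the classes together. Epidermis 1 genes in these 2 classes were at 18.3% of their level in all cells in SU5402, and at most 24.7% in any of its libraries, against 21.1% and at most 26.5% in WT, which argues against it. A difference in how the classes answer to FGF, and a difference in how low each class already was in WT, both remain open and were not tested apart.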

How the results depend on the processing

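The settings chosen only after the data were seen were no scaling for the gene counts, leaving out mitochondrial and ribosomal protein genes, the Scrublet score of 0.25, the name prefix as a term, the pairing of libraries by shared name, PZ 1 in place of PSM, the FGF list without its immediate early genes, the exact tests with a library left out, and following the unadjusted p for lists and shares. The other settings were chosen beforehand.

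The 3 numbers of changed genes in all cells stayed within 1.5 times their value in all 32 values from other settings and all 24 with a library left out. Over the other settings they ranged from 5480 to 9912 genes in DMH1, from 5957 to 7352 in SU5402 and from 4661 to 7531 in notum-1, and with a library left out from 5729 to 6053, from 6043 to 7486 and from 4798 to 6036. With mitochondrial and ribosomal protein genes left out they were 6903, 6960 and 6184, and with doublets left out 6928, 6948 and 6212. The split into higher and lower genes did change without scaling, from 55% to 18.8% higher in notum-1, from 54% to 72.4% in SU5402 and from 52.2% to 66.7% in DMH1.

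Of the 145 numbers for single classes under other settings, 132 stayed within 1.5 times and 13 fell, all 13 on thinning each library to the smallest total of the class. These were posterior neuronal cells with 2685 genes in DMH1 and 1765 in notum-1, PZ 1 with 2758, 3136 and 2026 in DMH1, SU5402 and notum-1, NMP with 2537 in DMH1 and 1880 in notum-1, PSM with 1932, 2166 and 1387, and epidermis 1 with 1740, 2277 and 1569. Thinning leaves 708727 UMIs per library in PSM and 1136771 in NMP, and fewer genes are tested (7519 in posterior neuronal cells in place of 10861). Depth thus limits how many genes are called within a class, and the numbers of classes of unlike depth are not comparable. All 120 values with a library left out stayed within 1.5 times.

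The level of notum1a in notum-1 was called in all 12 other settings and with each of 8 libraries left out. Of 140 named genes and comparisons, 11 changed their call in another setting, none reversed, and 2 (dusp4 and ier2a in notum-1) changed it with a library left out. Without scaling the calls of etv5b in DMH1, of spry4 and nkd1 in SU5402 and of dusp4, smad6a, smad7, znrf3, nrarpb and cdh6 in notum-1 were lost. Without WT library DJ1 or DJ2 dusp4 in notum-1 was not called (log2 fold changes 1.199 and 1.18). The call of ier2a was lost without WT library MG1 or DJ2 (-0.44 and -0.47) and without notum-1 library WNT_MG2 or WNT_DJ2 (-0.43 and -0.37). Those of notum1a in DMH1 were gained without scaling, with equal class composition and with only the 8 libraries compared (log2 fold changes 1.73, 1.79 and 1.55).

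The BMP list in DMH1, the clock list in DMH1 and SU5402 and the adhesion list in DMH1 kept direction and exact p under all alternatives run. For the 15 lists together 61 of 78 values from other settings kept their side of the threshold, 12 gained the threshold, 4 lost it and 1 called value reversed. Of the 61, 4 that were not called changed sign. These were 0.20 without scaling and 0.12 with the median for BMP in SU5402, and 0.03 for Wnt in DMH1 and 0.10 for Wnt in SU5402 without scaling. With a library left out 4 more changed sign without a call, BMP in SU5402 without WT library DJ2 (0.06), SU1 (0.04) or SU2 (0.025) and adhesion in notum-1 without WNT_DJ2 (0.0033). The reversal was the FGF list in DMH1, -0.024 among genes with at least 10 CPM. With that filter the differences that also changed sides were -0.57 for FGF in SU5402, 0.51 for BMP in notum-1 (no longer past 0.05), -0.29 for Wnt in DMH1, -0.55 for Wnt in notum-1 and 0.23 for adhesion in SU5402. With the median over genes they were -0.89 for FGF in SU5402, -0.19 for FGF in notum-1 (no longer past 0.05), -0.68 for Wnt in DMH1, -0.94 for Wnt in notum-1 and 0.50 for adhesion in SU5402. The median setting reads the level of the middle gene of each library, and the medians of the log2 fold changes were -0.41 and -0.41 for FGF in SU5402 and notum-1, -0.07 and -0.27 for Wnt in DMH1 and notum-1, and 0.37 for adhesion in SU5402. The filter leaves out genes with few counts, and the cause was not tested further. Without the immediate early genes the FGF list gave -0.40 in SU5402, now past 0.05, and -0.16 in notum-1, no longer past it. By the adjusted p no list passed in the main setting, with the other prior count or with equal class composition (0.0536 at the lowest), while 10 passed with the filter and 10 without scaling (0.0429 each) and 11 with the median (0.039). Without scaling they were 0.15 for BMP in notum-1 (no longer past 0.05), -0.51 for Wnt in notum-1, 0.47 for adhesion in SU5402 and -0.45 for adhesion in notum-1. That setting shifts all genes of a treatment together, so values relative to the median gene are the ones to compare.

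With a library left out, the FGF list in SU5402 ranged from -0.71 to -0.37 and passed 0.05 only without SU3, where it was -0.71. The FGF list in notum-1 ranged from -0.38 to -0.25, and without WT library MG1, MG2, DJ1 or DJ2 (-0.30, -0.33, -0.35 and -0.32) its exact permutation p was 0.0571. The BMP list in notum-1 ranged from 0.32, without WNT_DJ2, to 0.64, and lost its side without that library and without WT library MG1 (0.55), MG2 (0.46), DJ1 (0.57) or DJ2 (0.64). The Wnt list in notum-1 ranged from -0.18, without WNT_MG2, where it passed, to -0.060. The clock list in notum-1 ranged from -0.53 to -0.37, and without WT library MG1, MG2, DJ1 or DJ2 (-0.44, -0.46, -0.47 and -0.43) its exact permutation p was 0.0571. The adhesion list in SU5402 ranged from 0.16 to 0.30, and passed only without SU2 (0.30). In each of these losses the treated libraries still did not overlap with WT, as with 4 against 4. With 3 libraries against 4, another assignment can give as large a difference even so, which raises p. The losses thus came with fewer libraries and not with overlap. Without WNT_DJ2 the BMP difference in notum-1 also fell from 0.55 to 0.32, so the high score of that library enters its size.

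The FGF list by class in SU5402 was 0.16 with all mesodermal and all neuronal classes and 0.25 with PZ 1 in place of PSM, neither past 0.05 by the exact test, and it kept its side with each library left out. With a library left out the BMP list by class in DMH1 ranged from -0.21, without WT library DJ1, to -0.11, and the Wnt list by class in notum-1 from -0.27, also without DJ1, to -0.11. In both cases only leaving out DJ1 brought the value past 0.05, and the cause was not tested. Over the other settings the BMP value ranged from -0.28, with PZ 1, to 0.07, with all mesodermal and all neuronal classes, and the Wnt value from -0.34, with a prior count of 0.5, to 0.09, with PZ 1, none past 0.05.

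The number of classes with an exact p at or under 0.05 in SU5402 was 3 on the centred log ratio, and from 3 to 6 with a library left out (3 without WT library DJ1 and 3 without SU5402 library SU1). In DMH1 and notum-1 the numbers stayed within 1.5 times. Of the 16 single shares followed, 11 lost the smallest p with some library left out. The remaining libraries still did not overlap with WT in these shares, so the losses came with fewer libraries and not with overlap.

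The correlation of DMH1 with SU5402 was 0.620 with different WT libraries for each treatment, and that of DMH1 with notum-1 was 0.300 in that setting and 0.184 among genes with at least 10 CPM. SU5402 with notum-1 gave 0.212 and 0.0581, and from 0.298 to 0.341 with a WT library left out (0.341 without DJ2). Using different WT libraries removes the chance values that shared controls bring, and the order of the 3 pairs was the same in each setting.

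Pairing could be asked only of notum-1 and WT, whose library names share endings. The correlations of the deviations of same-named libraries were -0.392, 0.543, 0.553 and -0.082, so the names do not pair the libraries. With the name as a replicate block 5601 genes were called in notum-1, and 6092 with the name prefix as a term. For shares and lists a sign-flip test on 4 pairs cannot give a p under 0.125, and 12 of 25 classes moved in 1 direction in all 4 pairs. No paired analysis was possible for DMH1 and SU5402 because their library names share no ending with those of WT, and the planned blocks on their replicate numbers were not run.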

Other observations

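Chosen only after the results were seen were the counts over splits of the libraries, the tests of near-identical copies, depth and composition for the hsp70 genes, of composition for the oxygen response genes, of the shared WT libraries and of a shared batch for the correlation, and of immediate early genes for the spread of FGF scores, as well as the limits for that spread; the other tests of this part were chosen before their own results were seen.

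Whether the numbers of changed genes could come from any grouping of the libraries was asked by counting genes for all 35 splits of the 8 libraries of each comparison. In all cells and in each of the 5 classes, for each of the 3 treatments, only the real split of the 35 gave as many genes. This argues against chance for each number taken alone, although 1 in 35 is the smallest share this test can give. The 18 numbers share libraries, so they are not independent tests. The largest number from another split was 464 genes, for SU5402 in all cells, with WT libraries MG1 and MG2 beside SU3 and SU4. In the classes the same split gave 35 to 65 genes. For notum-1 in epidermis 1 the largest was 30, and it was at most 1 in the remaining comparisons. The WT libraries in the split of 464 genes share a name prefix. That split gave far fewer genes than the 6987 of the real one, but the next largest split for SU5402 in all cells gave 1. A difference that runs through both the WT and the SU5402 libraries along this split is thus not excluded.

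The 4 hsp70 genes were lower in DMH1 and SU5402 than in WT, while notum-1 was at the WT level. Reads moved between these near-identical copies are argued against by their sum, which was at most 38.2 CPM in any DMH1 or SU5402 library against 1484 CPM on average in WT. Depth is argued against by the median log2 fold change of the 4 after thinning, which was -5.97 in the treatment nearer to 0. Class composition is argued against by the value within classes, -4.72 at the nearest to 0. A candidate explanation is that the WT and notum-1 embryos were given a heat shock, as would be needed to switch on a gene under a heat-shock promoter, and the DMH1 and SU5402 embryos were not. It predicts that other heat-shock genes are lower in both inhibitor groups. In a list of 24 such genes fixed before the test and without the hsp70 copies, 21 were tested. Their median log2 fold change was -0.53 in DMH1 and -0.73 in SU5402, at percentiles 1.25 and 0.09 among 10000 random lists of the same size matched on mean expression, and 0.17 in notum-1, at percentile 71.45. The notum-1 median was -0.22 without scaling, with a percentile of 71.85, and the medians of both inhibitors kept their sign under each scaling. This fits the prediction. A heat shock is not given in the sources used here, and stress from another source in the WT and notum-1 libraries was not excluded. If it holds, every comparison of an inhibitor with WT also compares embryos without and with a heat shock, while notum-1 against WT does not.

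Oxygen response and glycolysis genes (eno1a, egln3 and pfkfb3 among the largest changes) were higher in DMH1 and SU5402. Class composition is argued against by eno1a within classes, where its log2 fold change was at least 3.3 in each of the 5 classes and both treatments. A candidate explanation is a lower oxygen supply to those embryos, for example through crowding or handling. A list of 31 other oxygen response genes, fixed before the test, had 27 genes tested, with median log2 fold changes of 0.61 in DMH1 and 0.60 in SU5402, at percentiles 100 and 99.94 among 10000 matched random lists. In notum-1 the median was -0.20 at percentile 8.32. The signs were the same under each scaling. This fits the prediction, but a response of these genes to both inhibitors, or a lower metabolic state in heat-shocked WT embryos, would give the same list values and was not tested.

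The fold changes of DMH1 and SU5402 were correlated across genes at 0.762, and 4845 of 4857 genes called in both went the same way. The shared WT libraries alone are argued against by the largest of 100 simulated values, 0.564. A like shift in class composition is argued against by the value with equal class composition, 0.801, which compares with 0.766 from the same calculation on all cells, and by 0.742 to 0.837 within the 5 classes. A handling or sequencing batch common to the inhibitor libraries cannot be told apart from a response common to both inhibitors, since no WT library shares a name with them and the 4845 genes are what either would give. A heat shock given to WT and not to the inhibitor groups would be 1 form of such handling. Differences between DMH1 and SU5402, such as those of the BMP and FGF lists, do not rest on WT.

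The 4 SU5402 libraries were spread over 1.03 in the FGF score, against 0.15 in WT. After thinning the range was 0.8, and with equal class composition 0.9, which argues against depth and composition as the main cause. Without the immediate early genes (egr1, fosab, fosl1a, ier2a) the range was 0.49, against 0.21 in WT, so induction of these genes while cells were dissociated may be part of the spread. Whether it is the main cause cannot be told apart from an uneven response to the inhibitor, since these genes also answer to FGF. Without them the FGF score was 4.38 in SU5402 against 4.79 in WT, and 4 of 4 libraries were lower (exact permutation p = 0.0286), while notum-1 at 4.63 no longer differed from WT (exact permutation p = 0.143). The fall in notum-1 does not rest on these genes alone. The genes spry4, etv5b, spry2 and il17rd, which are not among them, were called lower there in every alternative run. The 4 immediate early genes by themselves scored 2.77 in notum-1 against 3.63 in WT (exact permutation p = 0.0857). That gap is wider than the one without them, 4.63 against 4.79, so they may carry much of the fall in the score. After thinning, with all genes of the list, the SU5402 score was 4.07 against 4.56 in WT (exact permutation p = 0.0286). Both values for SU5402 differ from the main result, which did not pass 0.05.

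The median mitochondrial percent per cell was 4.06 ± 0.613 in DMH1 and 4.53 ± 1.37 in SU5402 against 2.06 ± 0.388 in WT (SD, n = 4, exact permutation p = 0.0286 each). The ceilings of the authors differ between libraries, and when only cells under the lowest ceiling of any library (2.98%) were kept, the lowest median of a DMH1 or SU5402 library was 2.4, still above the highest of WT, 2.19. This argues against the ceilings as the whole cause. Only 19.9% of DMH1 and 17.3% of SU5402 cells lie under that ceiling, against 87.5% in WT, so the size of the difference there is not that of all cells. The median went the other way in notum-1, at 1.30 ± 0.163 among all cells and 1.30 against 1.96 in WT under the common ceiling (exact permutation p = 0.0286 each). A biological and a handling cause remain open, and neither was tested.

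Ribosomal protein genes took 44.3% ± 5.84 of the UMIs in notum-1 against 33.5% ± 1.94 in WT (SD, n = 4, exact permutation p = 0.0286). Among cells within limits common to all libraries the lowest notum-1 library was at 36.5%, above the highest WT library at 34.6%, which argues against the limits on cells. Within PSM the lowest was 41.0%, above the highest WT library at 40.1%, which argues against composition. Leaving these genes out before scaling gave 6184 genes in notum-1. The rise was not in notum-1 alone. DMH1 was at 37.3% among all cells (exact permutation p = 0.0571), at 38.7% against 33.0% in WT within the common limits and at 42.1% against 38.1% in PSM (exact permutation p = 0.0286 each), while SU5402 did not differ (35.5%, exact permutation p = 0.514). Only 5.31% of DMH1 cells lie within the common limits, against 25.9% in WT and 26.0% in notum-1, so that value stands for few of the DMH1 cells. A difference between the library preparations and a response to the treatments both remain open.

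The fall of rrm2.1 in notum-1 may come from reads assigned to its copy rrm2, for example through a variant in the embryos used or a different annotation. The sum of both genes did not differ (exact permutation p = 0.143), and 486 ± 99.7 CPM in notum-1 against 581 ± 29.0 CPM in WT leaves room for both a loss of rrm2.1 and a move of reads. With rrm2 at 493 CPM in WT, a gain of the 87.9 CPM of rrm2.1 lies within the spread of notum-1, so the explanations cannot be told apart.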
